A study of Drosophila melanogaster with 18 samples. Its data were reported in "Immune-inducible non-coding RNA molecule lincRNA-IBIN connects immunity and metabolism in Drosophila melanogaster" (2019).

How the data were processed

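RNA was measured by sequencing in 18 samples of whole Drosophila melanogaster flies, with 5 flies per sample. The labels gave 2 genotypes and 3 infection states, which make 6 groups of 3 samples lettered A, B and C. Overexpression (OE) flies carried the lincRNA-IBIN transgene together with the C564-GAL4 driver. Control flies carried the same transgene without a driver, in a cross with the white-mutant laboratory strain w1118. Flies were uninfected, infected with Enterobacter cloacae for 6 h or infected with Micrococcus luteus for 24 h. Flies with the driver and no transgene were not analysed here, so an effect of the driver could not be separated from an effect of lincRNA-IBIN. All labels placed the sequencing in 1 lane and named no batch.

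The authors prepared stranded mRNA libraries, sequenced them and aligned the reads with STAR to the dm6 genome. The deposited values were raw read counts per gene, made by the authors with featureCounts 1.5.1 over the exons of the UCSC RefSeq annotation, with reads that mapped to several places left out. The deposited tables also gave an exon length for each gene in bases, in the authors' own unit, next to the counts. Reads of near-identical gene copies, such as the Hsp70 genes and the duplicated amylase genes, were therefore partly lost, and the values of such genes are uncertain. Each table listed 16727 genes, of which 15707 had a read in at least 1 library. Among these genes, 25 had exons on several chromosomes and were kept.

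Counts were tested with edgeR 4.0.16 in R 4.3.3. Each comparison was fitted on its own groups only, with weighted trimmed mean (TMM) normalisation, the default filter on low counts for those groups and the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called when its adjusted p was under 0.05. Standard errors (SE) of log2 fold changes were derived from the test statistic. The genotype was compared within each infection state, each infection was compared with uninfected flies within each genotype, and an interaction term tested whether the genotype effect differed between infected and uninfected flies. Normalised values are given as CPM (counts scaled to library size) or as RPKM (CPM per kilobase of exon), with TMM over all 18 libraries. A second selection followed the type of threshold used in the study, a fold change over 2 between group means with a mean over 10 RPKM in the higher group, and had no test. For lincRNA-IBIN an exact two-sided permutation test of the difference of mean RPKM was added, for which 3 against 3 samples give a smallest p of 0.1.

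The alternatives were DESeq2 1.42.0 size factors in the same edgeR fit, the DESeq2 Wald test, limma 3.58.1 with a trend on log2(CPM + 1), no filter on low counts, a filter on a mean of 0.125 RPKM, a fit of all 18 libraries together, a replicate block, and leaving out each library in turn. The block pairs libraries of different groups that carry the same letter A, B or C in the sample titles. The grouping, the tests, these alternatives and the rule for named genes were fixed before the data were examined. The rule named lincRNA-IBIN and its neighbours, 14 Toll and Imd pathway targets, 11 glycoside hydrolases, 8 peptidases and 15 transgene-related, stress and virus-responsive genes. It added the 5 called genes with the largest rise and the 5 with the largest fall in each comparison whose samples did not overlap between groups, and the 3 largest each way for each interaction. Under that rule 478 gene values could be tested over the 9 comparisons. The 152 of these that were followed one by one were picked from the rule's genes after their values had been seen, and the counts for all 478 are given with the effects of the processing.

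The fits were tested on simulated counts with the means, library sizes and spread of the real genes and 200 changed genes. Every simulated change was at least 2-fold, so the recovery of smaller changes was not tested. In uninfected flies 204 of the 2043 genes called for the genotype changed over 2-fold. The genotype comparison after E. cloacae was not simulated. In a simulation of 13031 genes for the genotype in uninfected flies, edgeR recovered 98.5% of the changed genes, and 8.4% of its 215 calls were false. For the E. cloacae comparison in controls it recovered 94.5% of the changed genes among 12975 genes with 6% false calls, and for the M. luteus interaction 90.5% among 13239 genes with 4.2% false calls.

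Total counts ranged from 13.9 to 28.3 megareads per library. At these depths 3 reads corresponded to between 0.106 and 0.216 CPM, which was taken as the smallest level a library can show. Such floors cover counting error only, since reads copied by PCR are not independent molecules. Coordinates are those of the deposited tables on dm6, and the exon, coding and untranslated parts of genes were read from a reference annotation in which all 96 named genes were found at overlapping positions. GC content was not analysed here.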

Results

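RNA-seq was used to ask which genes change when lincRNA-IBIN, an immune-induced Drosophila gene, is overexpressed with the C564-GAL4 driver, and whether these changes depend on infection. The data comprised 18 libraries in 6 groups of 3: OE and control flies, each uninfected, 6 h after E. cloacae or 24 h after M. luteus. Total counts in megareads (M) for replicates A, B and C were 15.7, 17.6 and 16.5 M in uninfected OE flies and 15.2, 15.8 and 17 M in uninfected controls. After E. cloacae they were 14.6, 15.9 and 16.5 M in OE flies and 16.4, 15.2 and 13.9 M in controls. After M. luteus they were 21.4, 19.4 and 18.3 M in OE flies and 16.7, 17.2 and 28.3 M in controls. The 10 most abundant genes held between 5.6% and 7.3% of the counts of a library. Replicates of a group correlated across genes with a Pearson r of 0.9949 or more, yet every pair differed by more than counting error, with a chi-square per degree of freedom between 3 and 17.29, so no library appeared to be present more than once.

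The level of lincRNA-IBIN was examined first because it checks the genotype labels. The gene, listed as CR44404, lies on chromosome arm 2R at 17671068 to 17671295 (dm6, plus strand) and has 1 exon of 228 bases. The reference annotation gives it the biotype protein_coding, with a coding sequence from 17671100 to 17671222 between untranslated regions. In uninfected flies the mean level was 474 ± 33.2 RPKM in OE flies (SD, n = 3) and 2.86 ± 0.628 RPKM in controls (SD, n = 3), a 166-fold difference. The log2 fold change was 7.37 ± 0.11 (SE) with an edgeR adjusted p of 9.42e-15, and the exact permutation p was 0.1, the smallest possible. The alternative that moved this value most, limma with a pseudocount of 1, gave 6.11, and the fit with the replicate block gave 7.37. After E. cloacae the levels were 2533 ± 470 RPKM in OE flies and 2030 ± 569 RPKM in controls (SD, n = 3 each). This difference was within the replicate error, with a log2 fold change of 0.31 ± 0.21 (SE), an edgeR adjusted p of 0.667 and an exact permutation p of 0.3. After M. luteus they were 555 ± 37.3 and 573 ± 312 RPKM (SD, n = 3 each), with a log2 fold change of -0.05 ± 0.30 (SE), an edgeR adjusted p of 0.961 and an exact permutation p of 1. The sign of this last value was not stable, and it was 0.08 with the replicate block. The genotypes thus differed in lincRNA-IBIN level beyond replicate error in uninfected flies and in neither infected state.

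**Figure D1:**
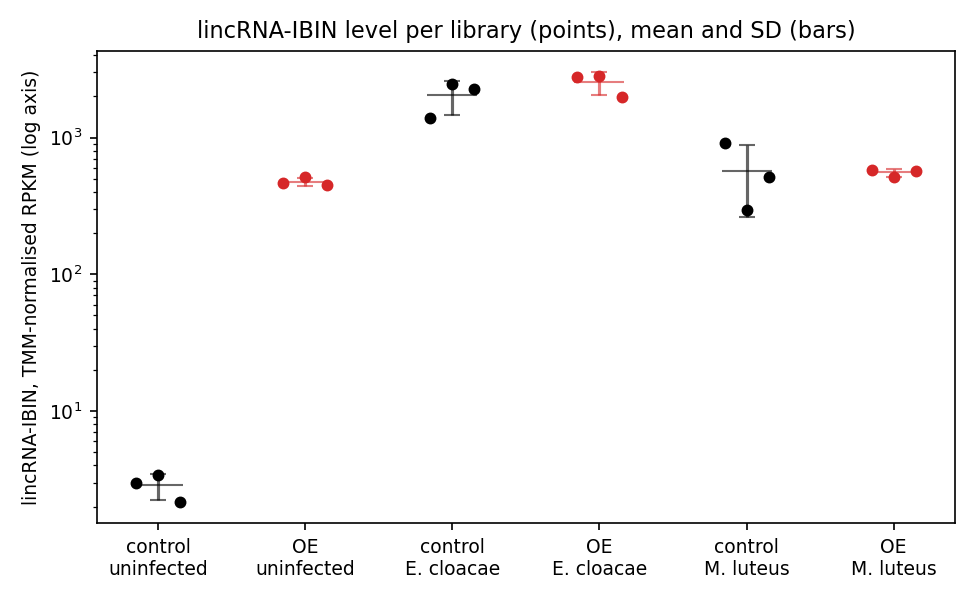
lincRNA-IBIN in TMM-normalised RPKM on a log axis for each of the 18 libraries, with points for libraries (red for OE, black for control) and bars for the mean and SD of 3 libraries per group. Uninfected controls had a mean of 2.86 RPKM, uninfected OE flies 474 RPKM, and the infected groups of both genotypes between 555 and 2533 RPKM.

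In control flies lincRNA-IBIN rose 710-fold after E. cloacae, with a log2 fold change of 9.46 ± 0.30 (SE, edgeR adjusted p 3.45e-09), and 201-fold after M. luteus, with a log2 fold change of 7.65 ± 0.57 (SE, edgeR adjusted p 2.63e-06). In OE flies the rise on top of the transgene was 5.34-fold after E. cloacae and 1.17-fold after M. luteus (edgeR adjusted p 0.00691), each higher in 3 of 3 libraries. The neighbours of the gene changed far less. P32 lies on the opposite strand, and the end of its transcript, not its start, is 13 bases downstream of lincRNA-IBIN. The log2 fold change of P32 was 0.18 ± 0.07 (SE) between genotypes in uninfected flies (edgeR adjusted p 0.083). It was -0.05 ± 0.08 after E. cloacae in controls and 0.18 ± 0.07 after M. luteus in controls (edgeR adjusted p 0.0492). After E. cloacae in OE flies P32 was lower in 3 of 3 libraries, at -0.27 ± 0.08 (SE, edgeR adjusted p 0.019). CG30109 ends 319 bases upstream, and its log2 fold changes in the same comparisons were 0.10, -0.02 and -0.06, none of them called. Between genotypes after E. cloacae it stood at 0.30 ± 0.09 (SE, edgeR adjusted p 0.26), higher in 3 of 3 libraries.

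The effect of overexpression without infection was asked by comparing uninfected OE flies with uninfected controls. Of 13031 genes tested, 2043 were called, 1157 higher and 886 lower in OE flies, and 204 of them changed over 2-fold. The alternative that moved this count most was the fit of all 18 libraries together, with 1311 genes. With the replicate block 2023 genes were called. Libraries with the same letter did not deviate together, with a mean correlation of 0.01 between deviations from the group means. Under thresholds of the type used in the study, 44 genes were higher and 21 lower, and all of these were also called by edgeR. The largest rises after lincRNA-IBIN were in Hsp70Bb (33-fold; 3R, 12505793 to 12508139), with a log2 fold change of 5.03 ± 0.10 (SE, edgeR adjusted p 2.03e-13), and Npc2e (29.6-fold; 3R, 10053332 to 10054348), with 4.87 ± 0.30 (SE, edgeR adjusted p 6.42e-08). CG8568 rose by 3.30 and CG30288 by 3.03 on the log2 scale. The largest falls were in CG17105 (2L, 10681030 to 10681775), with a log2 fold change of -9.79 ± 0.46 (SE, edgeR adjusted p 2.97e-08), and in the non-coding gene CR43263 (2L, 1216854 to 1217785), with -5.95 ± 0.46 (SE). CG17105 had 100, 100 and 127 reads in control libraries A, B and C and 0 reads in each of the 3 OE libraries, so its level in OE flies was below what this depth can show and the size of the fold change is not well determined. CR44481 changed by -4.23 and CG12934 by -3.85.

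Genes for the breakdown of carbohydrates and proteins were compared as lists. The study had named all 11 hydrolases as raised by overexpression in these same libraries. It had listed epsilonTry, betaTry, CG11911, Jon65Ai and Jon65Aii among the lowered genes. The directions in uninfected flies thus largely restate that choice and are no independent test. All 11 glycoside hydrolases were called higher in uninfected OE flies, each in 3 of 3 libraries, with log2 fold changes between 0.47 for Amy-d and 2.79 for Amyrel and a median of 1.05. With DESeq2 size factors 0 of the 46 listed genes tested changed sign, but these shifted the median of all genes by only -0.008, and by at most 0.011 in size in any comparison, so equal signs under them are a weak check. The level of Amyrel (2R, 16651095 to 16652699) was 30.7 ± 3.76 CPM in OE flies and 4.50 ± 1.73 CPM in controls (SD, n = 3 each), a 6.83-fold difference with an edgeR adjusted p of 4.29e-08. Mal-A1 (2R, 8449664 to 8451904) rose by 1.06 ± 0.08 (SE, edgeR adjusted p 4.04e-07) and tobi by 1.39 ± 0.14 (SE, edgeR adjusted p 6.73e-06) on the log2 scale. The 6 maltases lay between 0.87 for Mal-A6 and 1.08. All 8 peptidases were called lower, from -0.50 for Jon99Ciii to -2.41 for epsilonTry, again with the same signs under DESeq2 size factors. The level of epsilonTry (2R, 11345237 to 11346066) was 24.8 ± 2.75 CPM in OE flies and 132 ± 31.7 CPM in controls (SD, n = 3 each). Its neighbour betaTry changed by -1.67 ± 0.07 (SE, edgeR adjusted p 2.82e-09).

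**Figure D2:**
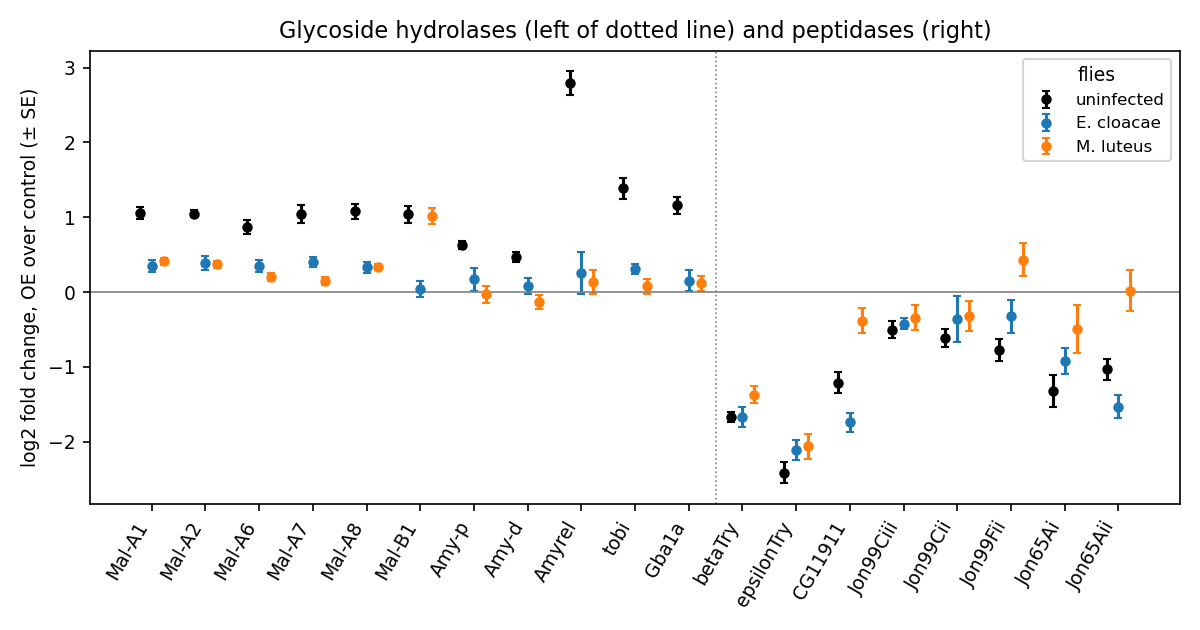
Log2 fold change of OE over control with its SE for 11 glycoside hydrolases and 8 peptidases in uninfected, E. cloacae and M. luteus flies (points by colour, 3 libraries per group). In uninfected flies the hydrolases lie between 0.47 and 2.79 and the peptidases between -2.41 and -0.50, with the same signs under DESeq2 size factors, while betaTry and epsilonTry lie below -1 in all 3 states.

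Among the immune genes, 6 of the 7 Toll pathway targets listed were called higher in uninfected OE flies. IM2 changed most, by 1.06 ± 0.08 (SE, edgeR adjusted p 4.14e-07), and IM1 rose by 0.60 ± 0.08 (SE, edgeR adjusted p 9.11e-05). Drs was the exception, with a log2 fold change of 0.24 ± 0.25 (SE, edgeR adjusted p 0.588). The 5 Imd pathway targets lay between -0.18 and 0.59 and 0 of them were called. The virus-responsive genes Vago, AGO2 and Sting lay between -0.03 and 0.07. The eye-colour gene white, which transgenes commonly carry as a marker, was higher in OE flies by 1.53 ± 0.06 (SE, edgeR adjusted p 1.56e-09). Hsp83 was lower by a small amount, with a log2 fold change of -0.20 ± 0.05 (SE, edgeR adjusted p 0.00898).

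Whether overexpression has an effect 6 h after E. cloacae was asked by comparing the infected genotypes. Of 12877 genes tested 120 were called, 68 higher and 52 lower, and this count depended on the fit more than that in uninfected flies. It was 561 when all 18 libraries were fitted together, 251 with the DESeq2 Wald test and 42 with the replicate block. Libraries with the same letter correlated by -0.21 on average, and the highest correlation, 0.59, was between OE replicate C and control replicate A, so the letters did not pair these libraries. White was higher by 2.69 ± 0.07 (SE, edgeR adjusted p 5e-07). The storage protein gene Lsp2 rose by 2.99 ± 0.33 (SE, edgeR adjusted p 0.00524), fit by 2.96 ± 0.49 (SE, edgeR adjusted p 0.03) and the non-coding gene CR45448 by 3.16 ± 0.46 (SE, edgeR adjusted p 0.0204). With 1 library left out the call was lost in 3 of 6 fits for fit and in 4 of 6 for CR45448. CG17105 changed by -7.09 ± 0.49 (SE, edgeR adjusted p 0.00042), CR43767 by -6.41, CR43263 by -5.54 and CG12934 by -4.17. The CG12934 call was lost in 2 of 6 fits with 1 library left out. Of the peptidases 5 were called lower, among them betaTry at -1.67, epsilonTry at -2.11, CG11911 at -1.74 and Jon65Aii at -1.53. The glycoside hydrolases lay between 0.04 for Mal-B1 and 0.40 for Mal-A7, and only Mal-A7 was called (edgeR adjusted p 0.0392). This call was lost with the replicate block and in 6 of 6 fits with 1 library left out. Mal-A1 stood at 0.35 (edgeR adjusted p 0.101) and Amyrel at 0.25 (edgeR adjusted p 0.819). Of the Toll and Imd targets 0 were called by edgeR, and 1 Toll target was called with the DESeq2 Wald test. Drs stood at 0.11, IM1 at 0.25, IM2 at 0.31 and IM23 at 0.41 (edgeR adjusted p 0.0725). Npc2e stood at 0.80 ± 0.32 (SE, edgeR adjusted p 0.389).

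The same question 24 h after M. luteus gave 554 called genes of 13026 tested, 272 higher and 282 lower in OE flies. The replicate block gave 779 genes, the largest change among the alternatives that kept all libraries. Libraries with the same letter correlated by 0.11. Hsp70Bb was higher by 4.55 ± 0.16 (SE, edgeR adjusted p 1.04e-06), white by 1.96 ± 0.06 (SE, edgeR adjusted p 9.77e-07), CG8568 by 3.62 and CR44316 by 3.30, while Npc2e at 0.65 was not called (edgeR adjusted p 0.129). CG17105 changed by -9.78, CR43263 by -5.90, CG14406 by -5.66 and CG12934 by -4.92. Among the hydrolases 4 were called higher, including Mal-B1 at 1.02 ± 0.11 (SE, edgeR adjusted p 0.00107) and Mal-A1 at 0.41 ± 0.05 (SE, edgeR adjusted p 0.00145), and Amyrel stood at 0.13 (edgeR adjusted p 0.751). Among the peptidases betaTry at -1.37 and epsilonTry at -2.06 were called.

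All 7 Toll targets had positive values in this comparison, from 0.11 to 0.39, but IM2 alone was called, at 0.39 ± 0.07 (SE, edgeR adjusted p 0.0189). With DESeq2 size factors these signs stayed the same, and the number of called Toll targets ranged from 0 when all libraries were fitted together to 3 with the DESeq2 Wald test. Drs stood at 0.16 ± 0.05 (SE, edgeR adjusted p 0.123) and IM1 at 0.27 ± 0.08 (SE, edgeR adjusted p 0.12). All 5 Imd targets were called lower in OE flies, among them Dpt (DptA) at -3.59 ± 0.61 (SE, edgeR adjusted p 0.011), AttA at -3.43 ± 0.53 (SE, edgeR adjusted p 0.00641) and CecA1 at -3.00 ± 0.54 (SE, edgeR adjusted p 0.0151). Dro and Mtk are among the 14 immune genes but were counted neither with the 7 Toll nor with the 5 Imd targets. Dro was lower by a smaller amount, at -0.83 (edgeR adjusted p 0.0297), a call lost in 5 of 6 fits with 1 library left out. Mtk stood at -0.39 and was not called (edgeR adjusted p 0.133). The Imd values rest on uneven control libraries: Dpt stood at 1227, 138 and 620 CPM in control replicates A, B and C and at 56.5, 55.5 and 53.6 CPM in the OE replicates. Leaving out OE replicate C took the adjusted p of all 5 Imd targets over the threshold, although their signs stayed the same.

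**Figure D3:**
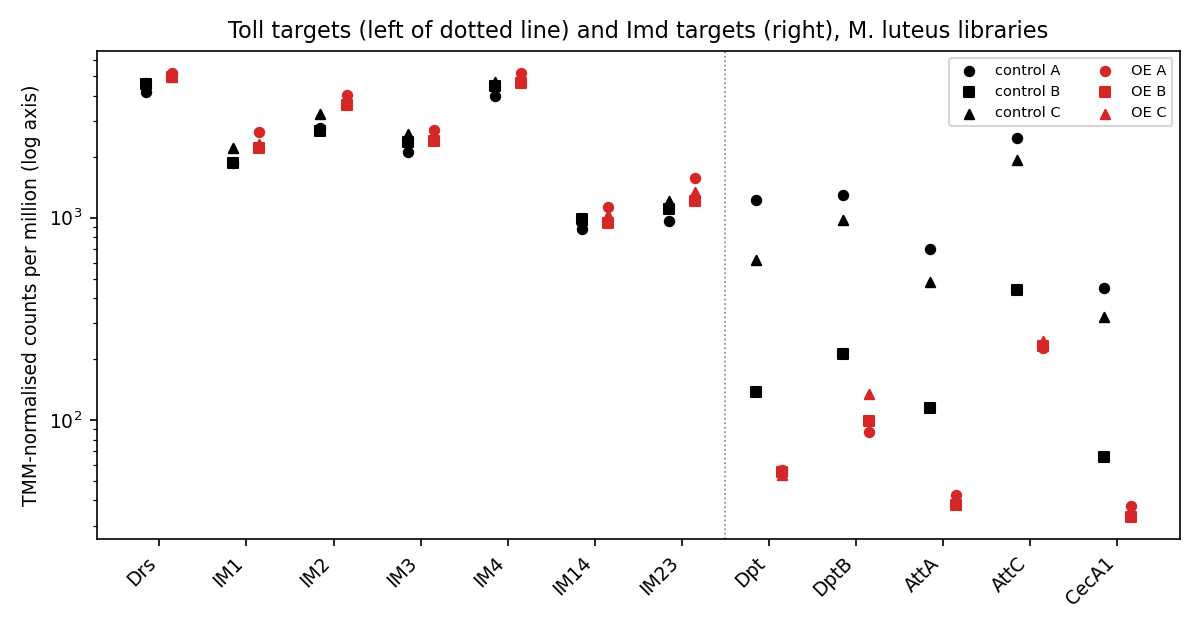
TMM-normalised CPM on a log axis for 7 Toll and 5 Imd targets in each of the 6 M. luteus libraries (symbols for replicates, red for OE and black for control). For Drs, IM1, IM2 and IM23 all 3 OE libraries lie above every control library, and IM3, IM4 and IM14 overlap between genotypes. For Dpt control replicates A and C stand at 1227 and 620 CPM, control replicate B at 138 CPM and the OE replicates near 55 CPM.

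The response to infection was asked within each genotype. No flies pricked without bacteria were among the samples, so wounding was not separated from infection. The uninfected samples are titled 0 h, so a difference in time is not excluded either. Both limits hold for the interaction terms too. In controls 5852 of 12975 genes were called after E. cloacae, with 744 over 2-fold, and 5805 of 13018 after M. luteus, with 543 over 2-fold. In OE flies the counts were 5251 of 12970 and 5809 of 13052. The count that moved most among the fits that left out no library was that for M. luteus in OE flies, 4606 when all 18 libraries were fitted together. With the replicate block the counts were 5562 and 5738 in controls and 5241 and 5647 in OE flies, and the correlations of libraries with the same letter lay between 0.00 and 0.05 in these 4 comparisons. After E. cloacae edin rose by 11.27 ± 0.26 (SE, edgeR adjusted p 2.95e-10) and CecB by 10.61 in controls, and CG8147 changed by -5.86 and Rfabg by -3.60. Edin rose by 11.83 and CG8147 changed by -6.45 in OE flies. After M. luteus CG6639 rose by 11.66 ± 0.31 (SE, edgeR adjusted p 1.26e-09) and CG33462 by 10.94 in controls, and Jon99Fi changed by -3.76 and fit by -3.11. In OE flies CG6639 rose by 10.83 and CG33462 by 11.39, and Lsp2 changed by -4.76. CG33462 had no reads in the uninfected libraries of either genotype, so the size of its rises is not well determined. All 14 immune genes listed were called higher in each of these 4 comparisons. In controls Drs rose by 7.66 after E. cloacae and by 9.45 after M. luteus, Dpt by 10.83 and 8.20, and AttA by 10.33 and 8.08, and IM1 rose by 6.63 after M. luteus. In controls 10 of the 11 hydrolases had positive values after each infection, with Amy-p at 2.37 and 1.87, tobi at 1.18 and 1.08 and Mal-A1 at 0.75 and 0.43 after E. cloacae and M. luteus. Amyrel was the exception, at -0.93 ± 0.32 (SE, edgeR adjusted p 0.0359) after E. cloacae. Signs of the listed genes were the same with DESeq2 size factors. In OE flies Amyrel changed by -3.47 and -3.11. Among the peptidases in controls Jon65Aii changed by -2.51 after E. cloacae and by -1.73 after M. luteus, and Jon65Ai by -2.23 after M. luteus. The peptidases did not all fall on infection: in controls 6 were called lower and epsilonTry higher after E. cloacae, and 5 lower and 0 higher after M. luteus. In OE flies 6 were called lower and 1 higher after E. cloacae, and 4 lower and 3 higher after M. luteus.

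Whether the genotype effect differed between infected and uninfected flies was tested as an interaction. For E. cloacae 163 of 13210 genes were called, 54 positive and 109 negative, and 236 were called with the DESeq2 Wald test, the alternative that moved this count most among those with all libraries. For M. luteus 433 of 13239 genes were called, 146 positive and 287 negative, and 221 when all 18 libraries were fitted together. The replicate block gave 138 genes for E. cloacae and 226 positive and 338 negative ones for M. luteus, beside the correlations of same-letter libraries of 0.01, -0.21 and 0.11 given above for the 3 infection states. lincRNA-IBIN had terms of -7.05 ± 0.37 and -7.42 ± 0.58 (SE), for E. cloacae and M. luteus in this order. Npc2e had -4.05 ± 0.62 and -4.22 ± 0.46 (SE), and Amyrel -2.53 ± 0.39 and -2.66 ± 0.30 (SE). The hydrolases had negative terms in 11 of 11 genes for both infections, 7 of them called for E. cloacae and 10 for M. luteus, with the same signs under DESeq2 size factors. These genes had been named by the study for their rise in the uninfected libraries, a choice that favours negative terms. Of the 8 peptidases 0 were called in either interaction, although 5 were called for M. luteus with the replicate block. Positive terms were largest for Cpr66Cb, at 3.15 and 4.18. CG43938 at 1.60 and CG17601 at 1.51 followed for E. cloacae, and CG30272 at 3.46 and LysP at 2.25 for M. luteus. Jon66Ci at -3.75 for E. cloacae and Cht4 at -3.71 for M. luteus were among the most negative.

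The genotype effects in the 3 states, which share no library, were set side by side. Across the 114 genes called after E. cloacae and tested in all states, the log2 fold changes of OE over control correlated with those in uninfected flies with a Pearson r of 0.87, and 102 genes (89.5%) had the same direction. Across the 535 genes called after M. luteus r was 0.76, and 443 genes (82.8%) had the same direction. These correlations are across genes, which are not independent replicates. They depended on the genes chosen: across all 12739 genes tested r was 0.51 for E. cloacae and 0.48 for M. luteus. The correlations were not recomputed with fold changes and calls from the replicate block.

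**Figure D4:**
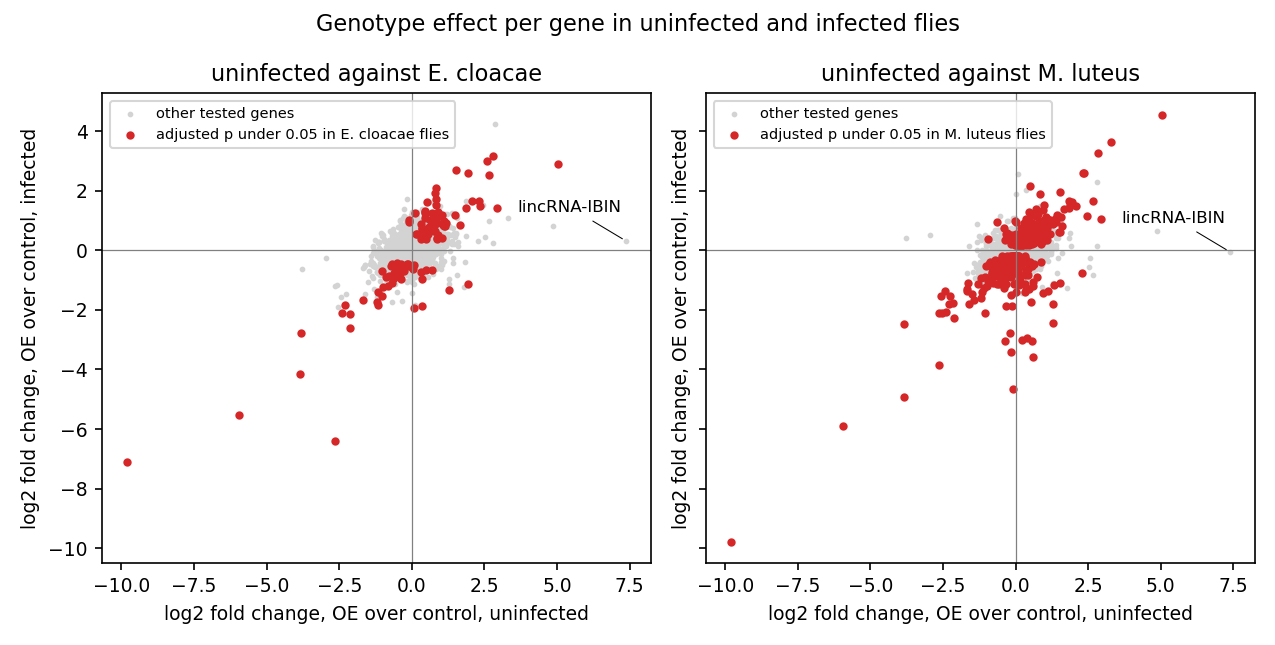
Log2 fold change of OE over control per gene in infected flies against that in uninfected flies, for E. cloacae (left) and M. luteus (right), with genes called in the infected comparison in red and other tested genes in grey. The red genes follow the diagonal with r of 0.87 and 0.76, while lincRNA-IBIN lies at 7.37 in uninfected flies and at 0.31 and -0.05 in infected flies.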

Values the study reported

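The study reported 472 ± 33 normalized reads of lincRNA-IBIN in uninfected overexpressing flies and 2.8 ± 0.62 in uninfected controls, a 166-fold difference. With its thresholds it listed 45 genes that were higher and 21 that were lower in uninfected overexpressing flies. Fold changes stated in its text include 32.9 for Hsp70Bb, 29.6 for Npc2e and 6.8 for Amyrel, and falls of 5.3-fold for epsilonTrypsin and 3.2-fold for betaTrypsin.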

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

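In this part the test of a constant number of extra Hsp70Bb reads, the tests of the uneven Imd targets and the restriction of the interaction splits to those in which the genotype effect cancels were chosen only after the results were seen.

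The genotype effect differed between uninfected and infected flies for 163 genes with E. cloacae and 433 genes with M. luteus. Among the 32 splits of the 12 libraries that exchange the genotypes of same-letter libraries, the labelled split included, 7 gave as many genes as the labels for E. cloacae, and 4 of 32 did for M. luteus. By this count neither number can be told apart from a regrouping of the libraries. The 6 and 3 other splits that were as large exchange the genotypes in 1 infection state only, so they carry the genotype effect itself. Among the 10 splits in which that effect cancels, the labelled one alone was as large, and the others gave at most 0 genes for E. cloacae and 1 for M. luteus. At an unadjusted p under 0.05 these others gave 215 to 1191 genes and 240 to 417 genes, against 1289 and 2098 with the labels. Each of these other splits mixes both genotypes within its groups, which widens the spread within groups and favours few calls. The restriction to splits in which the effect cancels also leaves few of them, so it does not settle the matter. With DESeq2 size factors the counts were 159 and 432. These factors shifted the median of all genes by only 0.004 and -0.001 on the log2 scale, so this is a weak check of the scaling.

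The genes named in these interactions fall into a few kinds. The first is the overexpressed gene: lincRNA-IBIN (CR44404) had terms of -7.05 and -7.42 for E. cloacae and M. luteus. They restate that infected controls reach the level of OE flies. The hydrolases had negative terms. For E. cloacae they were called for Mal-B1 at -0.99, Mal-A1 at -0.70, Mal-A2 at -0.65, Mal-A8 at -0.74, Amyrel at -2.53, tobi at -1.07 and Gba1a (CG31148) at -1. For M. luteus they were called for Mal-A1 at -0.64, Mal-A2 at -0.67, Mal-A6 at -0.66, Mal-A7 at -0.90, Mal-A8 at -0.74, Amyrel at -2.66, Amy-p at -0.66, Amy-d at -0.59, tobi at -1.30 and Gba1a at -1.04. Npc2e had -4.05 and -4.22. IM2 had -0.74 and -0.67, of which the E. cloacae call was lost with DESeq2 size factors and in 9 of 12 fits with 1 library left out, IM14 had -0.46 for M. luteus, and Hsp83 had 0.34 for M. luteus. Amyrel stood at 30.7 CPM in uninfected OE flies and at 4.50 CPM or less in the means of the other 5 groups, whereas Npc2e rose in infected controls from 0.373 to 8.46 and 4.3 CPM. The terms do not simply follow the lincRNA-IBIN level: after E. cloacae Amyrel changed by -0.93 in controls and by -3.47 in OE flies while lincRNA-IBIN rose in both, and Mal-B1 differed between genotypes by 1.04 in uninfected flies and by 1.02 after M. luteus. Without flies that carry the driver alone, a different response of the driver cross to infection is not excluded. GC content was not tested, and reads shared between the Amy-p and Amy-d copies are a further limit for that pair.

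White had terms of 1.17 for E. cloacae and 0.43 for M. luteus, and Hsp70Bb had -2.14 for E. cloacae. One technical explanation is that reads of both come from the driver transgene. The prediction made for it was a rise by a similar factor in all 3 states, and the terms of 1.17 and -2.14 for E. cloacae have opposite signs. This was a poor test for Hsp70Bb, since added reads give a similar excess and not a similar factor, and its level in controls rose from 1.25 to 4.65 CPM after E. cloacae. The term of -2.14 therefore does not count against reads from a transgene. Against a heat shock response, the 4 other heat shock genes tested had a median log2 fold change of -0.09 in uninfected flies. This lay at percentile 7.7 of 10000 random lists matched on expression, so no rise was seen. It leaves reads from a transgene open and is no evidence for them. The lincRNA-IBIN transgene, which only OE flies drive, was not tested as a source. The excess of Hsp70Bb in OE flies was 40.0, 29.5 and 29.9 CPM in uninfected, E. cloacae and M. luteus flies, so the largest was 1.35 times the smallest, whereas its fold change varied 4.49 times. The excess thus varied less than the fold change, but it was not constant: the gap between 40.0 and 29.5 CPM was large beside the SD of 0.904 and 0.115 CPM in uninfected OE and control flies and of 1.56 and 1.39 CPM after E. cloacae (n = 3 each). The other Hsp70 copies had at most 29 reads in a library. The excess of white was 38.4, 104 and 61.3 CPM in the same states, so it rose after E. cloacae where that of Hsp70Bb fell. This goes against a constant number of added white reads and against a common source of the extra reads of both genes that changes them alike.

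CecA1 had a term of -3.21 for M. luteus and was the only 1 of the 5 Imd targets called there, where 5 were called with the DESeq2 Wald test. It belongs to the Imd targets that were uneven among the control M. luteus libraries, at 448, 65.4 and 322 CPM in replicates A, B and C against 37.5, 33.2 and 34.5 CPM in OE flies. For the 50 genes most raised after E. cloacae over M. luteus in OE flies, the median log2 ratio to replicate B was 0.81 for control replicate A and 0.71 for control replicate C, and 0.01 and 0.05 for OE replicates A and C. For the 50 genes most raised after M. luteus over E. cloacae the ratios lay between -0.25 and -0.01. The first set holds the Imd targets whose unevenness prompted the test. Without antimicrobial peptide genes, PGRP genes and lincRNA-IBIN, 34 of its genes remained, with ratios of 0.31 and 0.34 for control replicates A and C and of -0.09 and -0.04 for OE replicates A and C. A Gram-negative type of response in control replicates A and C and a response to M. luteus that varies in its Imd part are therefore not told apart. A mislabelled sample is a further technical explanation. In 18 of 18 libraries white, Hsp70Bb and CG17105 lay nearer to the other libraries of their own genotype in the same infection state. CG17105 was named because its samples did not overlap between genotypes, so its agreement followed from that choice. White and Hsp70Bb were listed before the data were examined, but the study had reported both as higher in uninfected OE flies from these same libraries. Their agreement there was known in advance, so by these genes the genotype labels stand for the infected libraries only. A full exchange with an E. cloacae library goes against the ratios of -0.25 and -0.09 of control replicates A and C in the M. luteus set. The uneven library size was tested by thinning every library to 13.9 megareads, after which 501 genes were called, against 554 at full depth, with 464 called at both depths and all 5 Imd targets still called lower. lincRNA-IBIN followed the same order, at 911, 296 and 513 RPKM in control replicates A, B and C. The direction of the genotype difference does not rest on control replicates A and C alone. All 5 Imd targets were lower in 3 of 3 OE libraries than in any control library. Dpt stood at -2.79 with control replicate A left out, but that fit keeps control replicate C and cannot test both together. The size of the difference cannot be told apart from this unevenness.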

How the results depend on the processing

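The leave-one-out values of the correlations between states were added after seeing the data; the other alternatives were fixed before the data were examined. Unless a reason is given, the cause was not tested.

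Called genes. When all 18 libraries were fitted together the genotype count in uninfected flies was 1311 in place of 2043, that after E. cloacae 561 in place of 120 and the M. luteus interaction 221 in place of 433. The E. cloacae genotype count was also 251 with the DESeq2 Wald test and 42 with the replicate block. Leaving out 1 library at a time gave between 34 and 116 genes for the genotype after E. cloacae, between 240 and 642 after M. luteus, between 99 and 254 for the E. cloacae interaction and between 244 and 465 for the M. luteus interaction. Under the thresholds of the study's type the number of lower genes was 37 with a minimum of 5 RPKM in place of 10, and between 11 and 23 when 1 library was left out. The other totals of called genes stayed within 1.5 times the reported value under every alternative run, including DESeq2 size factors, no filter on low counts and the 0.125 RPKM filter. Counts of higher or lower genes taken apart moved further in 12 cases under the other settings and in 24 with a library left out. With the replicate block 226 genes were positive in the M. luteus interaction in place of 146.

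lincRNA-IBIN kept its sign and its call in uninfected flies under every alternative run for it, from 6.11 to 7.52. After M. luteus, where it did not differ between genotypes, its sign reversed to 0.09 with limma and to 0.08 with the replicate block, and it ranged from -0.35 to 0.45 when 1 library was left out.

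The correlation with the uninfected effects after E. cloacae, 0.87, was 0.51 across all tested genes, 0.69 across genes called in uninfected flies and 0.80 by rank. After M. luteus, 0.76, it was 0.48 and 0.65 for these gene sets and 0.68 by rank. Leaving out 1 library gave 0.84 to 0.91 and 0.74 to 0.84.

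Of the 478 gene values under the naming rule, 291 were called. None of these 291 changed sign under any alternative run. The call was lost in 42 of their refits under other settings and in 131 with a library left out. Among the 187 values that were not called, 53 changed sign at least once, all of them with a log2 fold change of at most 0.30 in size and a median of 0.05. Of the 152 values followed singly, 6 changed sign with a library left out: after E. cloacae Drs ranged from -0.17 to 0.41, Mal-B1 from -0.04 to 0.13 and Amyrel from 0.00 to 0.51 between genotypes, and CG30109 ranged from -0.09 to 0.01 in controls; after M. luteus CG30109 ranged from -0.10 to 0.01 in controls. lincRNA-IBIN after M. luteus is the remaining one. Among the refits of the 152 values under the other settings the call was lost in 22 and gained in 5. With a library left out it was lost in 96 and gained in 1.

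Since the 152 values were picked from the rule's genes with their values known, their share of sign changes, 6 of 152, is not an estimate for the whole set, for which it was 53 of 478. Counts of listed genes moved in 16 cases under the other settings and in 63 with a library left out. The number of hydrolases called after E. cloacae ranged from 0 with the replicate block to 6 with the DESeq2 Wald test, and the number with positive values from 9 to 11 when 1 library was left out. The number of Toll targets with positive values after E. cloacae ranged from 5 to 6 in the same way, against 7 with all libraries, and the number of Imd targets called after M. luteus from 0 to 5. The 11 hydrolases and 6 to 8 of the 8 peptidases stayed called in uninfected flies.

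Depth limits the genes that vanish in OE flies: with 0 or 1 read of CG17105 in each OE library, only a lower bound on its fall is measured. For CG33462, with no reads in uninfected libraries, only a lower bound on its rise after M. luteus is measured.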

Other observations

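In this part the tests of the X chromosome and of white with CadN2 were chosen only after the results were seen.

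For each of the 7 comparisons between pairs of groups, 1 of the 4 splits of the 6 libraries that part the same letters gave as many called genes, which is the labelled one. The share can never fall under 0.05 with so few splits, so these counts alone cannot rule out a chance split. The other splits gave 0 called genes in all 7 comparisons. Each of them mixes libraries of both compared groups, which widens the spread within groups, so few calls were likely in any case. At an unadjusted p under 0.05 they gave 238 to 431 genes for the genotype in uninfected flies, against 3605 with the labels, 275 to 1483 against 1389 after E. cloacae, and 279 to 387 against 2257 after M. luteus. For the infections they gave 72 to 308 genes, against at least 6295. The 6 splits that leave same-letter libraries together also gave 0 called genes, with up to 1796 at an unadjusted p under 0.05 after E. cloacae. In that state another split of the libraries thus separates more genes weakly than the genotype does. OE replicate C and control replicate A were alike there, for example in Drs, at 1899 and 1805 CPM against 1016 to 1205 CPM in the other 4 libraries.

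Effects of genotype persisted in infected flies, where lincRNA-IBIN differed by 0.31 and -0.05 between genotypes. For genes called in uninfected flies, the slope through 0 of the infected on the uninfected log2 fold changes was examined. It was 0.50 over 2016 genes after E. cloacae and 0.49 over 2025 genes after M. luteus, and 0.58 after both for genes over 2-fold. A second fit, over genes tested in all states, had an intercept and kept lincRNA-IBIN, which the slopes through 0 left out. Its slopes for E. cloacae and M. luteus were 0.47 and 0.46 for genes called in uninfected flies. For genes called in infected flies they were 0.87 and 0.85, so the slope depended on the choice of genes. A slope of 1 would follow from a fixed difference between the crosses, such as the driver or the genetic background, and 0 from an effect that tracks the current lincRNA-IBIN level. Values between these may reflect a mixture, an effect that outlasts its cause, or the choice of genes by their uninfected effect, which pulls slopes towards 0, so the test does not separate them.

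Genes called for the genotype in uninfected flies were unevenly spread over the 5 large chromosome arms, with a permutation p of 1e-04, the smallest that 10000 permutations can give. Called genes were 1.18 times the expected number on 2L and 1.11 times on 2R. On the X chromosome there were 212 where 310.3 were expected, a ratio of 0.68, and 0.24 for genes over 2-fold, 7 against 29.6. For the genotype in infected flies the X ratios were 0.16 after E. cloacae, 3 against 18.3, and 0.46 after M. luteus, 38 against 83.5. For infection in controls the X ratios were 0.99 after E. cloacae and 1.02 after M. luteus, and for genes over 2-fold 0.85 and 0.73. A hypothesis is that the crosses share their X chromosome and differ in autosomal background, which would add genotype differences on the autosomes only. The study states that it backcrossed its GAL4 drivers to the control strain, which makes a wide background difference less likely. It used male flies and does not say which parent carried the driver, so a shared X chromosome could not be checked. The infection ratios of 0.85 and 0.73 go in part against this, since large changes on X were fewer there too, with no difference in cross. Gene length was tested as a technical explanation, and its Spearman correlation with the log2 fold change across tested genes was -0.092. GC content and sequence variants were not tested, so a background that differs in sequence remains a candidate explanation.

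CG17105 and CR43263 were nearly absent from OE libraries in all 3 states, with at most 1 and 2 reads per library, while control libraries had at least 51 and 44. Both lie on 2L, on which called genes were more frequent (ratio 1.18). A variant or deletion in 1 of the crosses could give such a pattern, and so could repression. The read counts per gene cannot separate these.

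White and CadN2 (2L, 17786971 to 17875247) rose together on infection in OE flies. White was 38.4, 104 and 61.3 CPM higher in OE flies than in controls in uninfected, E. cloacae and M. luteus flies, and CadN2 12, 45.7 and 34.3 CPM. For E. cloacae the interaction terms of the 2 genes differed by -0.11 (SE 0.14), within error, but the excesses above did not rise by the same factor. For M. luteus the terms differed by -0.63 (SE 0.14), beyond error. Reads of both genes from 1 transgene-linked locus were thus not shown.

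The gene studied as a long non-coding RNA carries the biotype protein_coding in the reference annotation used here, with a coding sequence from 17671100 to 17671222 on 2R. Counts per gene cannot show whether it is translated.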
